# Single-Cell Cloning and Transcriptomic Analysis Support a Myogenic Origin of Bovine Intramuscular Adipocytes

**DOI:** 10.3390/cells14221807

**Published:** 2025-11-18

**Authors:** Zhendong Tan, Binod Pokhrel, Honglin Jiang

**Keywords:** adipogenic, intramuscular fat, myogenic, preadipocytes, subcutaneous fat

## Abstract

Intramuscular fat (IMF) refers to the adipose tissue located between muscle fibers and is a major determinant of meat quality in cattle. The cellular origin of bovine intramuscular adipocytes remains unclear. Therefore, the objective of this study was to investigate this origin. We derived single-preadipocyte clones from IMF and subcutaneous fat (SF) of cattle through single-cell cloning and subsequent validation of their potential to differentiate into adipocytes. Transcriptomic analysis of selected single-preadipocyte clones revealed that although both IMF- and SF-derived preadipocyte clones expressed classical preadipocyte markers such as *PDGFRA*, *DLK1*, and *ZNF423*, they differed significantly in global gene expression profile. Notably, many muscle-specific genes (e.g., *MYOG*, *MB*, and *MYH3*) were expressed at high levels in IMF-derived preadipocyte clones while not expressed in SF-derived clones. Functional enrichment analysis of differentially expressed genes between IMF- and SF-derived preadipocyte clones indicated that many muscle-related functions were enriched in the former. Furthermore, high-level expression of muscle-specific genes persisted in mature adipocytes differentiated from IMF-derived preadipocyte clones. We also found that bovine satellite cells, the widely considered progenitor cells of myocytes in postnatal animals, had the ability to form both myocytes and adipocytes under respective differentiation conditions. Based on these findings, we conclude that in cattle, at least some intramuscular adipocytes are derived from satellite cells.

## 1. Introduction

In cattle and other meat-producing animals, the function of adipose tissue varies with its location in the body. Among different fat depots, intramuscular fat (IMF) plays a particularly important role in determining the quality and economic value of beef, as it enhances beef flavor, juiciness, and tenderness [1]. In contrast, subcutaneous fat (SF) primarily functions as an energy reservoir and plays a role in systemic metabolic regulation; its contribution to meat quality is limited, and excessive SF deposition actually has a negative impact on carcass yield and processing efficiency [2,3]. Beyond these economic considerations, IMF and SF exhibit differences in proteomic profiles [4], morphological structures [5], lipid composition [6], metabolic activity [7], and cellular development [8].

The stromal vascular fraction (SVF) of adipose tissue is a heterogeneous cell population comprising different cell types that perform different functions [9]. In recent years, SVF cells have gained significant attention in regenerative medicine due to their containing multipotent stem cells that can support tissue repair and regeneration [9]. More importantly, SVF cells contain preadipocytes, cells that are committed from adipose progenitor cells (APCs) and are the immediate precursor cells for adipocytes [10]. Traditionally, SVF is obtained by enzymatically digesting adipose tissue, followed by centrifugation [11].

Compared to our understanding of how preadipocytes differentiate into adipocytes [12], little is known about the identity and origin of preadipocytes in various fat depots [13]. Intramuscular fat, being closely associated with muscle tissue, exists in a more complex microenvironment compared to SF [14]. It is believed that during early embryonic development, myocytes, adipocytes, and fibroblasts originate from a common progenitor pool, suggesting that the commitment of APCs to preadipocytes in IMF follows a more intricate pathway. Several cell types, including muscle satellite cells [15], fibroblasts associated with perimysial connective tissue [16], and fibro-adipogenic progenitor (FAP) cells [17], have been proposed as potential precursor cells for preadipocytes within the muscle.

Given these uncertainties, our study aimed to characterize the molecular signatures of preadipocyte populations in bovine IMF and SF tissues. Combining single-cell cloning, transcriptomic profiling, and differentiation assays, we found that IMF preadipocytes are different from SF preadipocytes in gene expression profiles and adipogenic potential. Our findings reveal that in cattle, intramuscular and subcutaneous preadipocytes have distinct origins. Specifically, intramuscular preadipocytes may derive from satellite cells, which are widely regarded as myogenic progenitor cells in postnatal animals.

## 2. Materials and Methods

### 2.1. Chemicals and Reagents

Unless otherwise indicated, all chemicals and reagents used in this study were purchased from Thermo Fisher Scientific Inc. (Waltham, MA, USA).

### 2.2. Animals and Collection of Tissue Samples

The experimental use of animals in this project received approval from the Institutional Animal Care and Use Committee at Virginia Tech (IACUC #20-169). The *longissimus dorsi* muscle samples (~100 g each) and subcutaneous fat samples (~10 g) were collected from six Angus-crossbred steers. These animals were slaughtered at approximately 18 months of age. For the final 6 months prior to slaughter, the steers were finished on a high-energy diet consisting of 11.3 kg of corn silage, 2.3 kg of cracked corn, and 3.2 kg of corn gluten per day to enhance growth performance and adipose tissue deposition. All animals were group-housed in open pens with ad libitum access to fresh water and shade. Tissue samples were transported to the laboratory on ice in pre-chilled phosphate-buffered saline (PBS). Skeletal muscle samples were used for IMF, SVF, and satellite cell isolation. Subcutaneous fat samples were used for SVF isolation. In the lab, pieces of IMF were carefully dissected from skeletal muscle, and any visible muscle attached to IMF was diligently removed with scissors.

### 2.3. Isolation of Stromal Vascular Fraction

Stromal vascular fractions from six IMF or SF samples were individually isolated as described previously [11]. Briefly, adipose tissue was washed with PBS and then cut into pieces of approximately 1 mm^3^. The tissue pieces were digested with type I collagenase at 2 mg/mL for 1 h at 37 °C in a shaking incubator. The dissociated cells were filtered through a 100 μm cell strainer and centrifuged at 500× *g* for 15 min. The cell pellet was resuspended and incubated with 5 mL 1× red blood cell lysis buffer for 5 min at room temperature to remove residual erythrocytes, followed by another centrifugation. The isolated SVF cells were either cryopreserved or cultured in growth medium containing Dulbecco’s modified eagle medium (DMEM), 10% fetal bovine serum (FBS, Phoenix Scientific, Candler, NC, USA), 2 mM L-glutamine, and 1% antibiotics–antimycotics (ABAM) at 37 °C with 5% CO_2_.

### 2.4. Isolation of Satellite Cells

Bovine satellite cells (bSCs) were isolated using a procedure as described before [15]. Briefly, the skeletal muscle samples were washed three times with PBS to remove blood, and any visible fat and connective tissue associated with the muscle were carefully trimmed. The cleaned muscle was minced with a meat grinder and then digested with 1 mg/mL pronase and 1 mg/mL collagenase type I for 1 h at 37 °C in a shaking incubator. The digestion was centrifuged at 400× *g* for 5 min to remove undigested tissues, and the supernatant was collected. The supernatant was then centrifuged at 1500× *g* for 10 min to pellet cells. This sequential centrifugation process (400× *g* followed by 1500× *g*) was repeated three additional times to enhance the yield of bSCs. Upon isolation, bSCs underwent a 5 min preplating procedure to improve their purity [18]. Bovine satellite cells were either cryopreserved or cultured in growth medium consisting of DMEM, 10% FBS, 2 mM L-glutamine, and 1% ABAM.

### 2.5. Single-Cell Cloning

Cloning of single SVF cells was performed by the limiting dilution method as described before [19]. The isolated SVF cells were diluted to a concentration of 5 cells/mL in growth medium, and 100 μL of the diluted suspension was plated into each well of 96-well plates using a multichannel pipette, aiming for 0 or 1 cell per well. Plates were cultured at 37 °C with 5% CO_2_ for approximately 10 days, with medium changed every 2 days. During this 10-day culture, wells were carefully scanned with an inverted microscope (Olympus Corporation, Tokyo, Japan) for the formation of single-cell colonies, which were then marked and transferred to 48-well plates for expansion. Single SVF-derived colonies were split at a ratio of 1:3 and continued to be expanded in growth medium in 24-well plates. When cells reached approximately 80% confluence, they were collected for RNA sequencing (RNA-seq) and other assays as described below.

### 2.6. Adipogenic Differentiation Assay

To induce adipogenic differentiation, SVF cells or bSCs were cultured in growth medium until reaching 100% confluence. Cells were maintained in growth medium for 2 additional days and then cultured in differentiation medium composed of DMEM/F12, 10 μg/mL bovine insulin (Sigma-Aldrich, St. Louis, MO, USA), 0.25 μM dexamethasone (Sigma-Aldrich), 0.5 mM 3-isobutyl-1-methylxanthine (IBMX, Sigma-Aldrich), 1 μM rosiglitazone (Cayman Chemical, Ann Arbor, MI, USA), and 1% ABAM for 2 days. Subsequently, cells were cultured in maintenance medium containing DMEM/F12, 10% FBS, 10 μg/mL bovine insulin, 1 μM rosiglitazone, and 1% ABAM for 4 additional days, during which maintenance medium was refreshed once. Cells were then subjected to Oil Red O staining or RNA extraction.

### 2.7. Myogenic Differentiation Assay

For myogenic differentiation, bSCs were cultured in growth medium to reach approximately 80% confluence and then cultured in myogenic differentiation medium consisting of DMEM, 2% horse serum (R&D Systems, Minneapolis, MN, USA), and 1% ABAM for 6 days, during which medium was refreshed every two days.

### 2.8. Oil Red O Staining

Cells were washed twice with PBS and then fixed with 10% neutral buffered formalin (Sigma-Aldrich) at room temperature for 1 h. After fixation, cells were rinsed with PBS and stained with Oil Red O solution (3.5 mg/mL in 60% isopropanol) for 15 min. Following staining, cells were gently washed with distilled water to remove excess dye and subsequently photographed with an OLYMPUS DP74 color digital camera and an OLYMPUS CKX41 inverted microscope (Olympus Corporation, Tokyo, Japan).

### 2.9. RNA Sequencing and Bioinformatic Analyses

Total RNA was extracted using the Direct-zol RNA MiniPrep Plus Kit (Zymo Research, Irvine, CA, USA), following the manufacturer’s instructions. RNA concentrations were quantified and purity assessed using a NanoDrop One spectrophotometer. All eight RNA samples used for RNA-seq had an RNA integrity number (RIN) greater than 7. RNA library construction and sequencing were performed by Novogene Corporation (Sacramento, CA, USA). Non-stranded RNA-seq libraries were prepared using the mRNA-Seq Library Preparation V2 Kit (ABclonal, Woburn, MA, USA). Libraries from four IMF and four SF preadipocyte clones were pooled and sequenced on an Illumina NovaSeq 6000 platform to generate paired-end reads.

RNA-seq data analyses, including quality control, trimming, alignment, and gene expression quantification, were carried out as previously described [20]. Briefly, low-quality reads and adapter sequences were removed using Trimmomatic v0.39 [21]. High-quality clean reads were aligned to the *Bos taurus* ARS-UCD2.0 reference genome using HISAT2 [22]. Genomic annotation files in GFF format were converted to GTF format using Gffread v0.12.18 [23]. Gene expression levels were quantified as transcripts per million (TPM) using FeatureCounts (v2.0.2) [24]. Genes with total read counts below 20 across all samples were filtered out to minimize noise and improve analytical accuracy. Differential gene expression analysis was performed with DESeq2 (v1.43.1) in R [25], using a stringent threshold of adjusted *p*-value < 0.05 and |log2 fold change| ≥ 1 to identify differentially expressed genes (DEGs). Functional enrichment analyses, including Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analyses, were conducted using the ClusterProfiler (v4.10.0) R package [26].

### 2.10. Reverse Transcription-Quantitative PCR (RT-qPCR)

First-strand cDNA was synthesized using random primers and the ImProm-II reverse transcription system (Promega, Madison, WI, USA). The qPCR was performed in duplicate using the Power SYBR Green PCR Fast Master Mix (Applied Biosystems, Foster City, CA, USA) on an Applied Biosystems 7500 Real-Time PCR System. The thermal cycling conditions were 95 °C for 20 s, followed by 40 cycles of 95 °C for 3 s and 60 °C for 30 s. Primer sequences (Table 1) were designed using the online NCBI Primer-BLAST tool. Gene expression levels were calculated using the 2^−ΔΔCt^ method [27], with *HMBS* serving as the internal control. The *HMBS* gene was chosen as the internal control because its expression was stable between the experimental groups in this study.

### 2.11. Statistical Analysis

All statistical analyses were conducted using JMP Pro v16.0.0 (SAS, Cary, NC, USA). Comparisons between two groups (IMF vs. SF) were performed using Student’s *t*-test. For comparisons among multiple groups, one-way ANOVA was applied, followed by Tukey’s post hoc test. All data are presented as mean ± SEM, with *n* = 4 for RNA-seq data and *n* = 6 for other data. Statistical significance was defined at *p* < 0.05.

## 3. Results

### 3.1. Cloning of Single Intramuscular and Subcutaneous Preadipocytes

Single-cell cloning yielded a total of 48 clones from four IMF SVF samples and 70 clones from four SF SVF samples. Of these, 16 IMF SVF clones and 18 SF SVF clones exhibited adipogenic differentiation potential, as evidenced by successful formation of lipid droplets upon adipogenic induction. These clones were therefore considered preadipocyte clones. Four preadipocyte clones (IMF1-4) each from an IMF SVF sample and four preadipocyte clones (SF1-4) each from a SF SVF sample were selected for subsequent transcriptomic and functional analyses, based on their relatively high proliferative rate, relatively strong adipogenic potential, and fibroblast-like morphology. All 8 clones retained the capacity to differentiate into adipocytes, as evidenced by significant accumulation of lipid droplets (Figure 1A,B) and upregulation of adipocyte marker genes, including *PPARG*, *CEBPA*, *FABP4*, and *ADIPOQ*, after 6-day adipogenic differentiation compared to before adipogenic differentiation (Figure 1C,D).

### 3.2. Different Gene Expression Profiles Between Intramuscular and Subcutaneous Preadipocyte Clones

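The RNA-seq data cover 8 single-cell preadipocyte clones, 4 grown from stromal vascular fraction (SVF) samples of intramuscular fat (IMF) and 4 from SVF samples of subcutaneous fat (SF) of Angus-cross steers. The paper states that tissue was taken from 6 steers and the sample labels state 5, and which clones share an animal is not stated in the paper's text. The paper states that total RNA was taken from clones at 80% confluence, whereas the description deposited with the data places adipogenic induction of the clones before sequencing; the paper's account was used. Poly(A) RNA was sequenced in paired-end reads. The paper describes the library kit as non-stranded, whereas the labels describe a strand-specific protocol, so reads of overlapping genes on opposite strands may have been shared. The authors trimmed the reads, aligned them to the bovine genome ARS-UCD2.0 with HISAT2, counted them on genes with FeatureCounts and deposited the number of reads per gene and clone without normalization. Between 19658612 and 29315019 reads per clone were counted on genes in the IMF group (median 20427986, n = 4) and between 19983562 and 24872553 in the SF group (median 20762377, n = 4). From 17617 to 18179 genes had at least 1 count in an IMF clone and from 18040 to 18097 in an SF clone. The deposited table lists 18872 genes, of which 18340 had a total of at least 20 counts over the 8 clones and were tested. Counts were normalized by edgeR's TMM method and expressed as CPM, the count relative to the normalized library size. The smallest level the depth could show, taken as 3 counts, corresponded to 0.0981 CPM in IMF2 and to 0.165 CPM in SF4, and such floors cover counting error only. Across 9736 named genes with a mean of at least 100 counts in both groups, the median gene-wise biological coefficient of variation was 4.56% among the IMF clones and 11.8% among the SF clones. Of 4979 gene IDs that begin with LOC, 4207 did not occur in the RefSeq gene list of ARS-UCD2.0, and these took from 6.23% to 9.40% of the counts of a clone.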

RNA-seq libraries were constructed from four IMF and four SF preadipocyte clones mentioned above. Sequencing these libraries generated a total of 384 million high-quality reads, with individual libraries yielding between 41.6 million and 65.3 million reads (Table S1). On average, 93.9% of these reads (ranging from 93.4% to 94.3%) successfully mapped to the bovine genome, with 91.0% (ranging from 90.6% to 91.7%) uniquely mapped (Table S1).

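Expression was compared between clones as log2 CPM with a prior count of 2 over all 18340 genes tested. The first principal component held 51.4% of the variance and the second 11.2%. On the first component, all 4 IMF clones lay on one side and all 4 SF clones on the other. The Euclidean distance between an IMF clone and an SF clone had a median of 179 log2 CPM units over the 16 such pairs, against a median of 119 over the 6 pairs of IMF clones and 117 over the 6 pairs of SF clones. The smallest distance between the groups was 159, and the largest distances within a group were 134 for IMF and 128 for SF. The share of the total variance that lay between the groups was 50.6% (one-sided exact permutation test for a share as large over the 35 splits of the 8 clones, p = 0.0286, the smallest p that 4 clones against 4 allow). Restricting the calculation to the 500 genes with the largest variance raised this share the most, to 82.9%. The range over the alternatives also reached below 50.6% and is given with the dependence on processing.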

Principal component analysis (PCA) revealed that gene expression profiles from the four IMF preadipocyte clones clustered distinctly from those from the four SF preadipocyte clones (Figure 2A). Differential expression analysis identified 2002 differentially expressed genes (DEGs) between the IMF and SF preadipocyte clones (adjusted *p* < 0.05, |log2FoldChange| ≥ 1). 

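With edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, 1618 of the 18340 genes tested, or 8.82%, had an adjusted p-value under 0.05 and an absolute log2 fold change of at least 1 between the 4 IMF and the 4 SF clones. Without the fold-change threshold, 4723 genes had an adjusted p-value under 0.05. In 1552 of the 1618 genes, all 4 clones of one group lay above all 4 of the other. Over all genes tested, 5881 (32.1%) were separated in this way, where chance gives 2.86%. In the authors' deposited table, 1611 of the 1618 genes were called in the same direction and 0 in the opposite direction. DESeq2, the tool that the paper used, called 1996 genes on the same counts, which included 1611 of the 1618. The setting that moved the count the most was a test against a log2 fold change of 1 in place of 0 (glmTreat), which left 631 genes, all of them among the 1618. The IMF and SF clones carry the same numbers from 1 to 4. Deviations from the group means had a mean correlation of 0.055 between same-numbered clones (4 pairs, from -0.0093 to 0.139) and of -0.018 between differently numbered clones (12 pairs). With the clone number as a block, 1489 genes passed, of which 1356 were among the 1618.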

Of these, 974 genes were upregulated and 1028 were downregulated in the IMF preadipocyte clones relative to the SF preadipocyte clones (Figure 2B,C). 

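Of the 1618 genes past the threshold in edgeR's quasi-likelihood test, 877 (54.2%) were higher and 741 were lower in the IMF clones. The split changed little with RLE size factors (53.7% higher) or the upper quartile (54.9%), but it moved with total counts alone. When counts were scaled by the total count alone, without TMM factors, 66.7% of the genes past the threshold were higher in IMF and 539 genes were lower, and the median log2 fold change of all genes moved from -0.03 to 0.12. The test against a log2 fold change of 1 called 476 genes higher and 155 lower, 75.4% of them higher. With DESeq2 48.9% of the genes past the threshold were higher in IMF, and without IMF1 47.0% were (769 higher and 868 lower), so that the larger group was then the lower one. In 173 of the genes that were higher in IMF, every SF clone had 3 counts or fewer, and in 35 of the genes that were lower in IMF, every IMF clone had 3 counts or fewer. The fold change of such genes is only bounded from below.

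**Figure D1:**
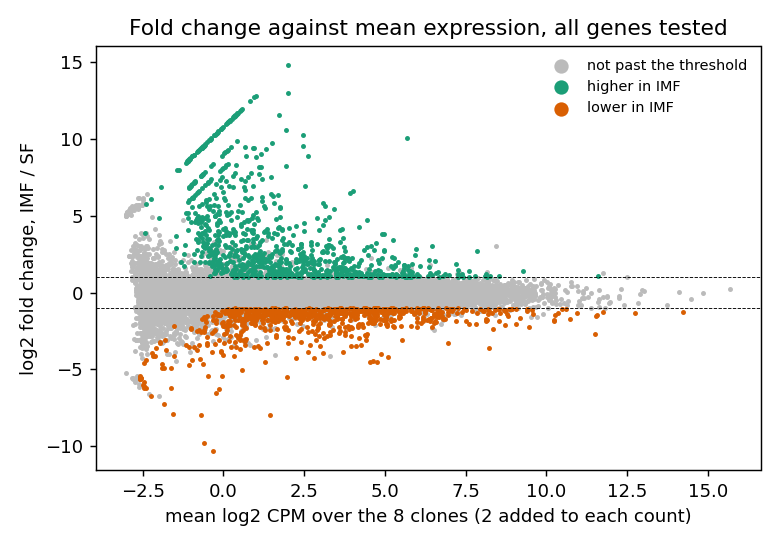
Log2 fold change of IMF against SF clones (vertical axis) against the mean log2 CPM over the 8 clones (horizontal axis) for the 18340 genes tested, with the 877 higher and 741 lower genes coloured and dashed lines at log2 fold changes of 1 and -1. Points in the diagonal bands at the upper left are genes with few or no counts in SF, whose fold change depends on the prior count.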

Among the top 10 genes with higher expression in the IMF preadipocyte clones compared to the SF preadipocyte clones were *MYOD1*, *SELP*, *MYOG*, *CHRNG*, *MYLPF*, *PDGFB*, *SELE*, *CBLN4*, *CD93*, and *MYO18B* (Table 2), while the top 10 genes expressed at lower levels in the IMF preadipocyte clones included *KCNJ5*, *SP9*, *TBX5*, *ASIP*, *LOC105605854*, *DCDC1*, *LOC101103380*, *APCDD1L*, *LOC790312*, and *CDH20* (Table 3). 

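All 10 genes of Table 2 had 3 counts or fewer in every SF clone, so their fold changes are given against that floor. *MYOD1* (chromosome 15, 34794120 to 34796767 in ARS-UCD2.0) had from 3195 to 4600 counts in the IMF clones and 0 in all 4 SF clones, at least 1098-fold higher (162 ± 12.7 CPM in IMF, SD, n = 4; adjusted p = 2.91e-06, edgeR's quasi-likelihood test). *SELP* (chromosome 16, 37241576 to 37284908) was at least 1000.5-fold higher and had 1 count in SF1 alone. *MYLPF*, listed as *MYL11* in Table 2, was at least 618-fold higher, *MYOG* at least 275-fold, *CHRNG* at least 258-fold and *PDGFB* at least 217-fold. The bounds were 152-fold for *SELE*, 146-fold for *CBLN4*, 138-fold for *CD93* and 130-fold for *MYO18B*. *SELP*, *SELE* and *CD93* belong to a list of 34 endothelial genes tested, of which 27 were higher in IMF. Outside Table 2, the largest log2 fold changes in the edgeR fit, among genes past the threshold whose groups did not overlap and whose mean in the higher group was at least 1 CPM, were those of *CHRNA1*, *RBM24*, *MYOM2*, *MALL* and *PDLIM3*, with bounds from 112-fold to 125-fold. That order depends on the prior count, and some genes further down had larger bounds, such as *ACTA1* (at least 683-fold), *NOS3* (at least 191-fold) and *CDH15* (at least 181-fold). The genes of Table 3 were less even between the SF clones. *KCNJ5* (chromosome 29, 32262418 to 32290706) had 2249 counts in SF1, 4 in SF2, 445 in SF3 and 42 in SF4 against at most 2 in an IMF clone (adjusted p = 0.0161), and its adjusted p ranged up to 0.569 across the alternatives, the highest with limma-voom. *SP9* was at least 38.9-fold lower in IMF, with from 75 to 124 counts in the SF clones, and *TBX5* at least 30.7-fold lower. *ASIP* (chromosome 13, 63639821 to 63668127) had a log2 fold change of -7.96 (standard error 0.42, adjusted p = 9.64e-06), with 35.5 ± 13.2 CPM in SF (SD, n = 4) and 0.136 ± 0.0636 CPM in IMF. *LOC790312* had a log2 fold change of -6.27 (standard error 0.76, adjusted p = 0.000687). *LOC101103380* was at least 57.2-fold lower and *LOC105605854* at least 10.4-fold lower, and neither ID occurs in the RefSeq list of ARS-UCD2.0. The adjusted p of *LOC101103380* was 0.00306, and up to 0.292 across the alternatives (limma-voom). *DCDC1* was at least 6.45-fold lower (adjusted p up to 0.0791, with the clone number as a block). *CDH20* was at least 4.53-fold lower (20, 2, 6 and 18 counts in the SF clones), and all 8 of its counts are even numbers. Its adjusted p was 0.027, and up to 0.141 in the test against a log2 fold change of 1. *APCDD1L* had 2, 1, 185 and 53 counts in the SF clones and at most 2 in the IMF clones, so that its groups overlapped (adjusted p = 0.0296, up to 0.303 across the alternatives, the highest with limma-voom, and over 0.05 in 9 of them). Outside Table 3, *TMEM132D* (log2 fold change -5.50), *GZMA* (-5.41), *CD207* (at least 29.1-fold lower), *LOC114118072* (at least 8.79-fold lower, not in the RefSeq list) and *ITGA11* (-4.51) had the lowest log2 fold changes under the same limits. With limma-voom, the adjusted p was 0.0687 for *GZMA*, 0.0524 for *CD207* and 0.107 for *LOC114118072*. *GZMA* had 32, 79, 320 and 71 counts in the SF clones and *CD207* had 49, 53, 217 and 21, each with the most in SF3. With 1 clone left out, the log2 fold change of *GZMA* ranged from -5.72 to -4.61 and that of *CD207* from -5.70 to -4.60. Of the 10 genes with the largest log2 fold change in the edgeR fit, 9 were in Table 2, and of the 10 with the lowest, 9 were in Table 3.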

The full list of DEGs can be found in Table S2.

### 3.3. Expression of Preadipocyte Marker Genes in Both Intramuscular and Subcutaneous Preadipocyte Clones

Typical APC marker genes *PDGFRA* [28], as well as preadipocyte marker genes, such as *ATXN1* [29], *DLK1* [30], *PPARG* [31], *ZNF423* [32], and *FGF10* [33], were all highly expressed in both IMF and SF preadipocyte clones (Figure 3A). 

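*PDGFRA* (chromosome 6, 69723776 to 69771549) was expressed above 96.3% of the genes tested in the IMF clones and above 94.1% in the SF clones. *ATXN1* had 25.7 ± 0.178 CPM in IMF and 39.3 ± 10.2 CPM in SF (SD, n = 4 each), at percentiles 69.9 and 78.8 of the genes tested. *ZNF423* lay at percentile 46.8 in IMF and 49.1 in SF, and *FGF10* at 40.0 and 32.8, with from 14 to 164 counts among the SF clones. *PPARG* lay at percentile 20.1 in IMF and 32.0 in SF. *DLK1* lay at percentile 20.7 in IMF and 13.9 in SF, had 66, 0, 4 and 38 counts in the IMF clones, and had only even numbers among its 8 counts. Ranked by TPM, which divides counts by gene length, *PDGFRA* moved the most among the genes above percentile 90, to 87.2 in IMF and 82.7 in SF.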

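*ITGB1* had 924 ± 28.2 CPM in the IMF clones and 1260 ± 203 CPM in the SF clones (SD, n = 4 each), above 99.5% and 99.6% of the genes tested. *PDGFRB* had 210 ± 11.1 CPM in IMF and 236 ± 63.0 CPM in SF, above 96.9% and 97.1% of genes. *CD34* (chromosome 16, 75466180 to 75489273) had 10.5 ± 0.521 CPM in IMF, at percentile 50.3, and 2, 1, 1 and 0 counts in the 4 SF clones, which is at or under the floor of 3 counts and at percentile 1.17.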

Additionally, *CD34* [34,35,36,37,38], *PDGFRB* [31,33,39], and *ITGB1* [33,38,40,41,42], which are known to be expressed in both adipocyte progenitors and preadipocytes, were expressed at high levels in both groups (Figure 3A). 

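*NOCT* (chromosome 17, 18581674 to 18600421) had 8.11 ± 0.442 CPM in the IMF clones and 9.62 ± 6.21 CPM in the SF clones (SD, n = 4 each), at percentiles 45.6 and 49.0 of the genes tested. Counts ranged from 164 to 238 among the IMF clones and from 106 to 342 among the SF clones. The difference was smaller than the spread of the SF clones (log2 fold change -0.24, standard error 0.37, adjusted p = 0.674, edgeR's quasi-likelihood test), and the log2 fold change became 0.31 when SF4 was left out.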

*NOCT*, previously reported as a marker of early adipogenic precursor or pro-preadipocyte cells that represent an intermediate state between APCs and preadipocytes [43], was also detected in both the IMF and SF preadipocyte clones (Figure 3A). Among these preadipocyte marker genes, *PDGFRA* and *CD34* were expressed at higher levels in the IMF preadipocyte clones than the SF preadipocyte clones, whereas *PPARG* was expressed at lower levels in the IMF preadipocyte clones (Figure 3A).

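Of the 10 genes of Figure 3A, *CD34* and *PPARG* passed both thresholds. *CD34* was at least 70.8-fold higher in the IMF clones (adjusted p = 6.50e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *PPARG* (chromosome 22, 56710574 to 56775806) had from 22 to 36 counts in the IMF clones and from 50 to 96 in the SF clones, 1.23 ± 0.244 against 3.13 ± 0.538 CPM (SD, n = 4 each), a log2 fold change of -1.35 (standard error 0.23, adjusted p = 0.00365). Tested against a log2 fold change of 1 in place of 0, its adjusted p was 0.414, the highest of its alternatives. *PDGFRA* had 184 ± 2.84 CPM in IMF and 131 ± 23.2 CPM in SF, and every IMF clone lay above every SF clone. Its log2 fold change of 0.49 (standard error 0.12, adjusted p = 0.0215) did not reach the fold-change threshold of 1, and the authors' deposited table gives 0.48 with an adjusted p of 0.00167 and lists the gene as not significant. *ATXN1* (log2 fold change -0.61, adjusted p = 0.0255) and *ITGB1* (-0.45, adjusted p = 0.033) were lower in IMF by less than the threshold. The remaining genes, *DLK1* (0.89), *FGF10* (0.79), *PDGFRB* (-0.17) and *ZNF423* (-0.15), differed by less than the spread between clones, with adjusted p-values from 0.47 to 0.773. Adjusted p-values under 0.05 were found for 5 of the 10 genes, both over all genes tested and over the 10 genes alone. With 1 clone left out, the highest adjusted p was 0.0653 for *PDGFRA*, 0.0621 for *ATXN1* and 0.0821 for *ITGB1*. It stayed under 0.05 for *CD34* (0.000111) and *PPARG* (0.0136). Without SF1, *FGF10* passed both thresholds (log2 fold change 1.83, adjusted p = 0.04996). From *PDGFRA*, *CD34* and *PPARG*, the paper proposes in its discussion that IMF preadipocytes are in an earlier progenitor state and that SF preadipocytes are further along adipogenic differentiation. Of 9 mature adipocyte genes tested, *FABP4* (log2 fold change 5.70) and *SCD* (2.83) were higher in IMF and 0 were lower (one-sided Fisher's exact test for higher, adjusted p = 0.0822). Endothelial genes were also higher in IMF (27 of 34 tested), and the source of the *CD34* reads was not tested.

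**Figure D2:**
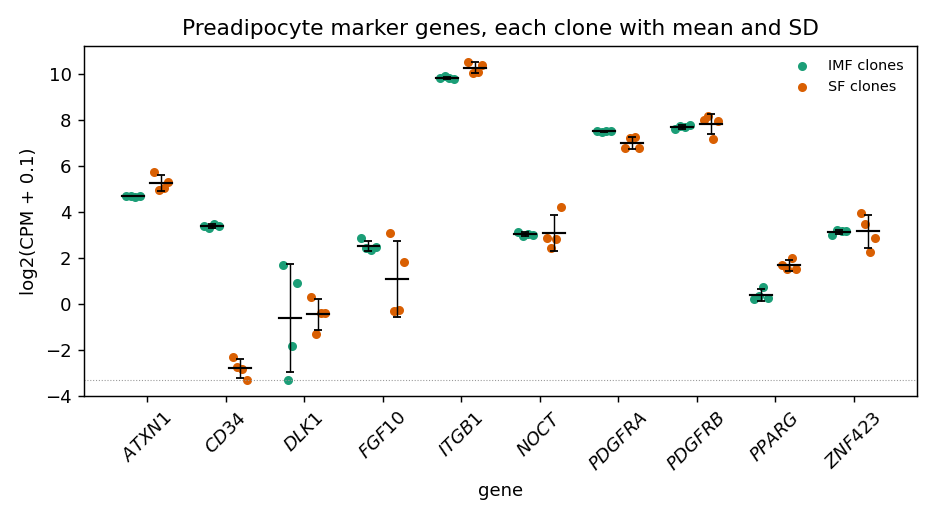
Expression of the 10 preadipocyte marker genes in each clone, as log2(CPM + 0.1), with 4 points per group, a bar at the mean and whiskers of 1 SD; the dotted line is a level of 0 CPM. *CD34* is near that line in the SF clones, and the IMF and SF points of *DLK1*, *FGF10*, *NOCT*, *PDGFRB* and *ZNF423* overlap.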

### 3.4. Expression of Many Skeletal Muscle-Specific Genes in Intramuscular but Not in Subcutaneous Preadipocyte Clones

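Among sarcomere genes, which encode the contractile unit of muscle, those past the threshold with the highest mean level were *ACTC1*, *TTN*, *MYH3*, *DES* and *ACTA1*. *ACTC1* had 172 ± 13.4 CPM in the IMF clones and 0.140 ± 0.219 CPM in the SF clones (SD, n = 4 each), a log2 fold change of 10.26 (standard error 0.57, adjusted p = 1.21e-05, edgeR's quasi-likelihood test). *TTN* had 151 ± 7.99 CPM in IMF and 1.67 ± 0.91 CPM in SF (log2 fold change 6.52). *ACTA1* had 101 ± 14.8 CPM in IMF and at most 3 counts in an SF clone, at least 683-fold higher. *DES* had 97.6 ± 8.24 CPM in IMF and 12.1 ± 10.2 CPM in SF, where the counts were 377, 5, 173 and 397 (log2 fold change 3.01, standard error 0.83, adjusted p = 0.0291). *DES* was not past the threshold in 7 of the alternatives, 5 of them fits that left out 1 clone, with an adjusted p of up to 0.225. Of 8 satellite cell genes tested, 6 were higher and 0 lower in IMF (0 lower also at an unadjusted p under 0.05), while 8 of 8 had an adjusted p-value under 0.05. These included *ITGA7* (268 ± 8.71 CPM in IMF and 2.81 ± 4.07 CPM in SF) and *CDH15* (at least 181-fold higher). *PAX7* was not analysed here.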

Notably, differential expression analysis revealed that many skeletal muscle-specific genes were highly expressed in the IMF preadipocyte clones but were merely detectable in the SF preadipocyte clones. Figure 3B shows the relative expression levels of 10 skeletal muscle-specific genes in these clones. 

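All 10 genes of Figure 3B were higher in the IMF clones and past both thresholds of edgeR's quasi-likelihood test, and every IMF clone had a higher level than every SF clone in each of them. *MYH3* (chromosome 19, 29601526 to 29622481) had 123 ± 11.2 CPM in IMF and 0.166 ± 0.0915 CPM in SF (SD, n = 4 each), a log2 fold change of 9.55 (standard error 0.27, adjusted p = 5.43e-07). *MYF5* had 20.1 ± 1.26 CPM in IMF and from 0 to 5 counts in an SF clone (log2 fold change 7.77, standard error 0.53). *MYMK* had 23.7 ± 2.58 CPM in IMF and 1.17 ± 1.21 CPM in SF, with 58 counts in SF1 (log2 fold change 4.35, standard error 0.55). *MB* was the least different, at 1.69 ± 0.38 CPM in IMF and 0.189 ± 0.11 CPM in SF (log2 fold change 3.10, standard error 0.49, adjusted p = 0.00234). The other genes had 3 counts or fewer in every SF clone. *MYL2* was at least 90.4-fold higher in IMF, *MYL1* at least 38.1-fold, *CKM* at least 30.2-fold and *MYH7* at least 28.5-fold. All 10 genes stayed past the thresholds under DESeq2, with scaling by total counts alone, with the clone number as a block and in each of the 8 fits that left out 1 clone. From the expression of muscle-specific genes in IMF but not in SF clones and from its enrichment analysis, the paper concludes in its discussion that IMF preadipocytes have gene expression signatures of skeletal muscle cells, and it proposes that they may share progenitor cells with muscle, possibly satellite cells.

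**Figure D3:**
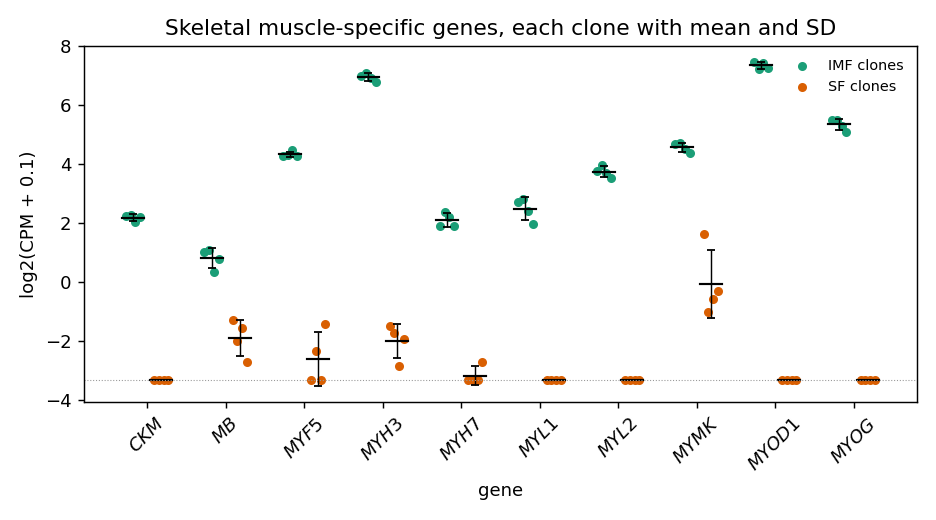
Expression of the 10 skeletal muscle-specific genes in each clone, as log2(CPM + 0.1), with 4 points per group, a bar at the mean and whiskers of 1 SD; the dotted line is a level of 0 CPM. *CKM*, *MYL1*, *MYL2*, *MYOD1* and *MYOG* have 0 counts in all 4 SF clones.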

Because high-level expression of muscle-specific genes in the IMF preadipocytes was not expected, we sought to confirm this RNA-seq-based finding by quantifying the expression of 10 genes with RT-qPCR. 

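On the RNA-seq side of this comparison, the fold changes of *CKM*, *MYH7*, *MYL1*, *MYL2*, *MYOD1* and *MYOG* had no upper bound, because no SF clone had more than 1 count of any of them. Across the alternatives, the log2 fold change of *MYOD1* ranged from 10.81 to 14.88 and that of *MYL1* from 5.98 to 10.12, whereas that of *MB* ranged only from 2.66 to 3.40. The RT-qPCR values were not analysed here.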

As shown in Figure 3C, the fold changes in the expression of these genes from the IMF preadipocyte clones to the SF preadipocyte clones determined by RT-qPCR were consistent with those determined by RNA-Seq, and a strong positive correlation was observed between the fold changes detected by RNA-seq and those detected by RT-qPCR (R = 0.92, *p* < 0.001).

### 3.5. GO and KEGG Analyses Reveal Distinct Functional Signatures of Intramuscular and Subcutaneous Preadipocyte Clones

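Over-representation was tested with gene sets written from general knowledge before the data were examined, by a one-sided Fisher's exact test against all 18340 genes tested, with Benjamini-Hochberg adjustment over 6 sets. Of 20 cholesterol biosynthesis genes, 16 (80%) were past the threshold and higher in the IMF clones, against 4.78% of all genes (adjusted p = 7.95e-18). Members with high levels included *HMGCS1* (log2 fold change 2.42, standard error 0.20), *MSMO1* (1.82) and *SQLE* (1.98), each higher in 4 of 4 IMF clones than in any SF clone. Of 39 sarcomere genes, 26 were higher in IMF (adjusted p = 8.79e-25). Of the 5 subunit genes of the muscle acetylcholine receptor, which sits at the neuromuscular junction, 4 were higher (adjusted p = 5.00e-05), namely *CHRNG*, *CHRNA1*, *CHRNB1* (log2 fold change 1.62) and *CHRND* (at least 26.8-fold). In these 3 sets, 0 members were lower past the threshold, and 0 at an unadjusted p under 0.05. The change that moved these sets the most was the test against a log2 fold change of 1, which left 10 cholesterol biosynthesis genes (adjusted p = 5.55e-11). With the clone number as a block, 17 cholesterol biosynthesis genes, 25 sarcomere genes and 4 receptor genes were higher.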

Functional enrichment analysis revealed that the genes upregulated in the IMF preadipocyte clones compared to the SF preadipocyte clones were significantly enriched in cholesterol biosynthetic process, sterol biosynthetic process, muscle structure development, calcium ion binding, neuromuscular junction, contractile fiber (Figure 4A), and pathways like cytoskeleton in muscle cells, steroid biosynthesis, focal adhesion, motor proteins, and PI3K-Akt pathway (Figure 4B). 

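The members that Tables S3 and S4 list for these terms come from the paper's own calls on these counts, and all of them were among the genes tested. Of the 24 genes listed under muscle structure development, 23 were past the threshold of edgeR's quasi-likelihood test and higher in the IMF clones, with a median log2 fold change of 4.07. For calcium ion binding this held for 19 of 20 genes (median 4.18), for neuromuscular junction for 6 of 6 (median 6.23) and for contractile fiber for 9 of 10 (median 5.45). Cholesterol biosynthetic process and sterol biosynthetic process each listed 10 genes, all of them past the threshold, with a median log2 fold change of 1.48. Of the KEGG pathways, steroid biosynthesis had 10 of 10 genes past the threshold (median log2 fold change 1.69), motor proteins 25 of 27 (median 4.43), focal adhesion 25 of 28 (median 2.55) and PI3K-Akt signaling 40 of 42 (median 2.48).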

The complete results of these GO and KEGG enrichment analyses can be found in Tables S3 and S4.

In contrast, the genes downregulated in the IMF preadipocyte clones compared to the SF preadipocyte clones were enriched in biological processes such as anatomical structure formation involved in morphogenesis, cell adhesion, blood vessel development and extracellular matrix organization (Figure 4C), and pathways such as axon guidance, calcium signaling pathway, Wnt signaling pathway, focal adhesion, and ECM–receptor interaction (Figure 4D). 

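For the genes lower in the IMF clones, 3 gene families taken whole by their symbols were tested in the same way. Of 20 genes of Wnt ligands and Frizzled receptors, 6 were lower and 1 was higher in IMF (one-sided Fisher's exact test, adjusted p = 0.000122). *FZD1* (log2 fold change -1.88, standard error 0.23), *FZD7* (-2.18), *WNT5A* (-2.82) and *WNT11* (-2.51) were lower, and *WNT2B* (1.44) was higher. *WNT5A* had 1492 counts in SF1 and from 125 to 428 in the other SF clones, and its adjusted p was over 0.05 in 7 of the alternatives (up to 0.175). Of 35 collagen genes, 8 were lower and 4 higher (adjusted p = 9.15e-05). *COL1A1* had 30085 ± 1070 CPM in SF and 12369 ± 391 CPM in IMF (SD, n = 4 each; log2 fold change -1.28), and *COL12A1* had a log2 fold change of -2.67. *COL6A1* (-1.52), *COL6A2* (-1.45) and *COL5A2* (-1.06) were also lower. Of 40 genes of semaphorins, plexins, ephrins and Eph receptors, which act in axon guidance, 8 were lower and 8 higher (adjusted p = 0.000167 for lower). *SEMA3C* (-1.86), *SEMA3F* (-1.02) and *PLXNC1* (-2.17) were lower, while *PLXNA2* (4.73) and *EPHB4* (2.24) were higher. All 8 counts of *SEMA3C* and of *EPHB4* are even numbers. With scaling by total counts alone, the log2 fold changes of *SEMA3F* (-0.87) and *COL5A2* (-0.92) did not reach the threshold. That of *SEMA3F* also fell short without SF1 (-0.978) and without SF4 (-0.980). In the test against a log2 fold change of 1, *WNT5A*, *WNT2B*, *COL1A1*, *COL5A2* and *SEMA3F* were not past it. A test that ranks all genes and allows for correlation between them (camera) gave adjusted p-values of 0.0691 for the Wnt and Frizzled genes, 0.475 for collagens and 0.351 for axon guidance genes. With scaling by total counts alone, 5 axon guidance genes were lower (adjusted p = 0.00606). With the clone number as a block, 5 Wnt and Frizzled genes, 8 collagen genes and 8 axon guidance genes were lower.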

The complete results of GO and KEGG pathway enrichment analyses of genes downregulated in the IMF preadipocytes compared to the SF preadipocyte clones can be found in Tables S5 and S6.

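The members that Tables S5 and S6 list for these terms were also called by the paper on the same counts. Of the 23 genes listed under anatomical structure formation involved in morphogenesis, 19 were past the threshold and lower in the IMF clones, and of the 23 genes under cell adhesion, 17 were, both with a median log2 fold change of -1.38. For blood vessel development this held for 14 of 16 genes in Table S5, with a median log2 fold change of -1.84. The same term is listed in Table S3 with 23 genes, of which 23 were past the threshold and higher in IMF, with a median of 3.04. Extracellular matrix organization had 4 genes, all past the threshold and lower (median -1.44), and the paper's adjusted p in Table S5 is 0.274. Of the KEGG pathways, axon guidance had 15 of 19 genes lower (median -1.34), calcium signaling 20 of 22 (median -1.45), Wnt signaling 15 of 17 (median -1.67), focal adhesion 16 of 17 (median -1.38) and ECM-receptor interaction 10 of 10 (median -1.69).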

### 3.6. Persistent Expression of Muscle-Specific Genes in Adipocytes Differentiated from Intramuscular Preadipocytes

Given the observation that the IMF preadipocytes expressed many skeletal muscle-specific genes, we further investigated whether mature adipocytes differentiated from these preadipocytes would maintain muscle-specific gene expression profile. Remarkably, mature adipocytes derived from the IMF preadipocytes maintained high-level expression of muscle-specific genes, such as *CKM*, *MYOG*, *MYH2*, and *MYH3*, which were expressed at much lower levels in mature adipocytes differentiated from the SF preadipocytes (Figure 5).

### 3.7. Bovine Satellite Cells Had Both Myogenic and Adipogenic Potentials

Satellite cells are stem cells in postnatal skeletal muscle and can be activated by muscle injury to become myoblasts contributing to skeletal muscle regeneration and repair [44,45]. Because the IMF preadipocytes express many muscle-specific genes, we tested the possibility that the IMF preadipocytes are derived from satellite cells. To this end, we determined if bovine satellite cells (bSCs) have adipogenic potential besides myogenic potential. After 6-day culture in myogenic differentiation medium, most bSCs formed multinucleated myotubes (Figure 6A), and gene expression analysis (Figure 6B) showed significant increases in the expression of myotube marker genes, including *MYH2*, *MYH3*, *MYOG*, and *CKM*, confirming that bSCs have a robust myogenic differentiation capacity. Interestingly, after 6-day culture in adipogenic differentiation medium, many lipid droplets accumulated in bSCs (Figure 6A), accompanied by significant increases in the expression of adipocyte marker genes, including *PPARG*, *CEBPA*, *FABP4*, and *LEP* (Figure 6B). These data demonstrate that bSCs also possess adipogenic differentiation capacity.

## 4. Discussion

All adipose tissue depots harbor pools of adipocyte progenitor cells (APCs) [46,47]. Generally, researchers use the term “preadipocytes” to describe the immediate adipocyte precursor cells isolated from the SVF, which are destined solely to differentiate into mature adipocytes [13,48]. Although it is widely accepted that preadipocytes originate from APCs, significant knowledge gaps remain regarding the differences among lineage-committed preadipocytes from various adipose depots such as IMF and SF, the mechanisms guiding APCs toward a committed preadipocyte state, and even the origins of APCs. These knowledge gaps limit our ability to selectively modulate fat deposition in cattle and other economically important livestock.

In this study, we generated single-cell clones from bovine IMF and SF SVF cells, and used adipogenic differentiation assays to select those that can differentiate into mature adipocytes that are characterized by accumulating lipid droplets and expressing adipocyte marker genes such as *CEBPA*, *PPARG*, *FABP4*, and *ADIPOQ* [49]. The preadipocyte nature of selected clones was further supported by transcriptomic analysis showing that they had high expression of typical APC markers such as *PDGFRA*, preadipocyte markers such as *ATXN1*, *DLK1*, *PPARG*, *ZNF423*, and *FGF10*, and shared APC–preadipocyte markers including *CD34*, *PDGFRB*, and *ITGB1*. Notably, the early-stage marker *NOCT*, representing a transitional state between progenitors and preadipocytes [43], was also detected in both IMF and SF preadipocyte clones. *PDGFRA* is a well-known APC marker involved in preadipocyte commitment, promoting cell proliferation while inhibiting differentiation into adipocytes [33]. Among the preadipocyte-specific markers, *ATXN1* has been reported as a defining gene for preadipocytes, characterized by its elevated expression in these cells and its utility in distinguishing preadipocytes from other stromal cell types in adipose tissue [29]. *DLK1*, as an early preadipocyte surface marker, has been one of the best markers for lineage tracing, as it specifically labels early adipocyte progenitor cells and is absent in late preadipocytes and mature adipocytes [30,46]. *PPARG* is a transcription factor that plays a central role in the differentiation of preadipocytes into adipocytes, and it is essential for lipid storage and metabolism [50]. In vitro, *ZNF423* knockdown cells showed impaired adipogenesis, confirming its role as a transcriptional regulatory factor for preadipocyte commitment [32,51,52]. *FGF10* promotes preadipocyte proliferation through the Ras/MAPK pathway and plays a role in adipogenesis by influencing the expression of key regulatory factors like *CEBPB* and *PPARG* [53,54]. As for the shared markers, *CD34* is one of the most widely reported progenitor cell markers and promotes cell adhesion, migration, and differentiation [37,55]. *PDGFRB* [31] and *ITGB1* (also known as CD29) [56,57] are broadly expressed in APCs and preadipocytes and control cell proliferation and differentiation by modulating key signaling pathways and interacting with the extracellular environment. Therefore, we believe that the single-cell clones generated, selected, and characterized in this study were derived from intramuscular and subcutaneous preadipocytes.

Despite these shared features, differential expression analysis revealed clear depot-specific gene expression differences between intramuscular and subcutaneous preadipocyte clones: *PDGFRA* and *CD34* were significantly upregulated in IMF preadipocyte clones, whereas *PPARG* was more highly expressed in SF preadipocyte clones. The elevated expression of *PDGFRA* and *CD34* in IMF preadipocyte clones suggests that these cells are in an earlier progenitor state [58,59], whereas the higher expression of *PPARG* in SF clones indicates that SF preadipocytes are more advanced in the adipogenic differentiation trajectory [60]. These molecular differences partially explain the markedly slower rate of intramuscular fat accumulation compared to subcutaneous fat, as a larger proportion of progenitor cells in IMF may remain in an undifferentiated or pre-committed state rather than proceeding toward mature adipocyte formation.

However, the most striking difference in gene expression between the IMF and SF preadipocyte clones was that many muscle-specific genes were highly expressed in the IMF preadipocyte clones but not expressed in the SF preadipocyte clones. Functional enrichment analysis revealed that genes upregulated in IMF versus SF preadipocyte clones were enriched in biological processes and pathways associated with skeletal muscle, such as muscle structure development, neuromuscular junction organization, contractile fibers, cytoskeletal components of muscle cells, motor proteins, and the PI3K-Akt signaling pathway [61]. These findings indicate that IMF preadipocytes possess gene expression signatures typical of skeletal muscle cells. Myogenic gene expression pattern has been reported in brown adipocyte precursors, suggesting that brown adipocytes originate from a distinct lineage compared to white adipocytes [62]. However, in our study, IMF preadipocyte clones did not express the brown preadipocyte marker *EBF2* [63] or the brown adipocyte hallmark gene *UCP1* [64], indicating that despite expressing muscle-specific genes, they are not brown adipocyte precursors. 

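*EBF2* (chromosome 8, 73140595 to 73360337) had 98, 110, 70 and 81 counts in the IMF clones and 63, 71, 82 and 50 in the SF clones. This corresponded to 3.83 ± 0.644 CPM in IMF and 3.22 ± 0.336 CPM in SF (SD, n = 4 each), at percentiles 34.2 and 32.3 of the genes tested and above the floor of 3 counts in every clone. The groups did not differ by more than the spread between clones (log2 fold change 0.25, standard error 0.18, adjusted p = 0.352, edgeR's quasi-likelihood test). *UCP1* was not analysed here.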

Rather, the myogenic gene expression pattern of IMF preadipocytes suggests their developmental proximity to skeletal muscle cells. Both skeletal muscle and adipose tissue derive from mesodermal stem cells, implying a closer developmental relationship between myogenic and adipogenic lineages than with other somatic cell types [65,66]. The expression of many muscle-specific genes in IMF preadipocytes strongly suggests that they may derive from the same progenitor cells for muscle cells, possibly satellite cells. Using single-cell sequencing, Lyu et al. [67] discovered that skeletal muscle satellite cells isolated from a 2-week-old calf contain a subpopulation of cells expressing *PDGFRA*, *PPARG*, and *ZNF423*, and this subpopulation may represent IMF preadipocytes. Similarly, Yi et al. found the porcine IMF SVF contains satellite cells and myoblasts [68]. These previous findings also support a potential myogenic origin of IMF. In this study, we found that the myogenic gene expression pattern was even maintained in mature adipocytes differentiated from the IMF preadipocyte clones. The persistent expression of muscle-specific genes in mature IMF adipocytes suggests that mitochondrial activity, lipid oxidation capacity, and insulin sensitivity may be greater in IMF than in SF, as these metabolic capacities are generally higher in skeletal muscle than in adipose tissue.

In this study, we demonstrated that bSCs possess both abilities to differentiate into myotubes and adipocytes, which is consistent with a previous study [69]. These results indicate that bSCs are multipotent muscle stem cells, possessing at least both myogenic and adipogenic potential. In other words, bSCs may serve as progenitor cells for not only myoblasts, the immediate precursor cells for myocytes or myofibers, but also intramuscular preadipocytes, the immediate precursor cells for intramuscular adipocytes.

The origin of intramuscular adipocytes has been a subject of debate. An elegant study by Uezumi et al. identified *PDGFRα^+^* FAPs as the origin of adipocytes in mouse skeletal muscle, and clearly distinguished them from *Pax7^+^* satellite cells, which showed no adipogenic contribution in mice under physiological conditions [70]. This is consistent with the anatomical and metabolic characteristics of mice, which, as small mammals with high metabolic rates, deposit minimal IMF under physiological conditions [71,72,73]. While FAPs are abundant within muscle and likely contribute to the preadipocyte pool in IMF, they do not express myogenic markers such as *MYOD1* or *MYOG* [74], meaning they are clearly distinct from satellite cells. In contrast, our study suggests that in cattle, at least some IMF preadipocyte may derive from satellite cells, which is supported by previous studies showing that satellite cells can adopt adipogenic fate under regenerative or ectopic conditions [75,76,77,78]. The marked difference in adipocyte origin between these species aligns with the dramatic disparity in their IMF deposition potential. Cattle have been intensively selected for marbling, and possess a significantly greater inherent capacity for IMF deposition compared to rodents [3]. Therefore, we propose that the origin of intramuscular adipocytes is species-specific: in mice, they arise from FAPs, whereas in cattle, at least some of them are derived from satellite cells. We hypothesize that this divergence reflects not only distinct evolutionary pressures but also species-specific physiological requirements. In mice, the clear lineage separation, where FAPs are committed to adipogenesis and satellite cells to myogenesis, may facilitate rapid muscle repair. In contrast, in cattle, the ability of satellite cells to contribute to both myogenic and adipogenic lineages likely supports their enhanced capacity for marbling formation.

The finding that bovine intramuscular adipocytes may originate from satellite cells in skeletal muscle suggests that strategies promoting the adipogenic commitment of satellite cells could be used to enhance intramuscular fat deposition, or marbling, in cattle and improve beef quality.

## 5. Conclusions

Bovine intramuscular and subcutaneous preadipocytes differ significantly in gene expression profiles and signatures. Specifically, bovine intramuscular preadipocytes express many skeletal muscle-specific genes whereas bovine subcutaneous preadipocytes do not. Adipocytes differentiated from bovine intramuscular preadipocytes retain high expression of muscle-specific genes. Satellite cells from bovine skeletal muscle can differentiate into both myotubes and adipocytes. In combination, these findings suggest that bovine intramuscular and subcutaneous preadipocytes have different origins; specifically, bovine intramuscular preadipocytes may originate from muscle satellite cells.

## 6. Limitations of This Study

Several limitations of this study should be acknowledged. The preadipocyte clones analyzed in this study were derived through in vitro culture and selected based on their morphology, proliferative capacity, and differentiation potential. As a result, they may not fully represent the intramuscular or subcutaneous preadipocyte population in vivo. Moreover, while our results strongly suggest that satellite cells can give rise to intramuscular adipocytes in cattle, this notion is based solely on in vitro analyses. In vivo lineage tracing, using Cre-Lox systems or barcoding-based methods, would be required to definitively validate this finding. Understandably, applying Cre-Lox strategies in large animals like cattle presents significant technical challenges. A more practical alternative may be to trace the fate of in vitro–labeled satellite cells following transplantation.

## Figures and Tables

**Figure 1:**
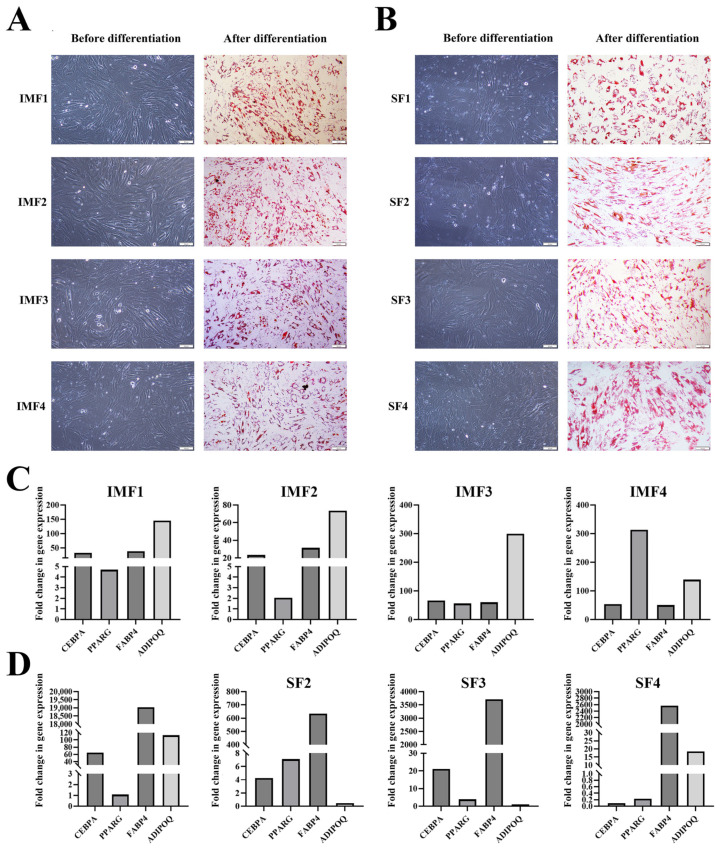
Differentiation of single-cell clones derived from stromal vascular fraction (SVF) of intramuscular fat (IMF) or subcutaneous fat (SF) into adipocytes upon adipogenic differentiation. (**A**,**B**) Oil Red O staining showing accumulation of lipid droplets in adipocytes differentiated from four single-cell clones derived from IMF (**panel A**) or SF (**panel B**) SVF. Each pair of images in (**panel A** or **B**) represent the same clone before and after 6-day adipogenic differentiation. Scale bar: 50 μm. (**C**,**D**) Increased expression of selected adipocyte marker genes in adipocytes differentiated from single-cell clones derived from IMF (**panel C**) or SF (**panel D**) SVF. Fold change is calculated by dividing the gene expression level after differentiation by that immediately before differentiation.

**Figure 2:**
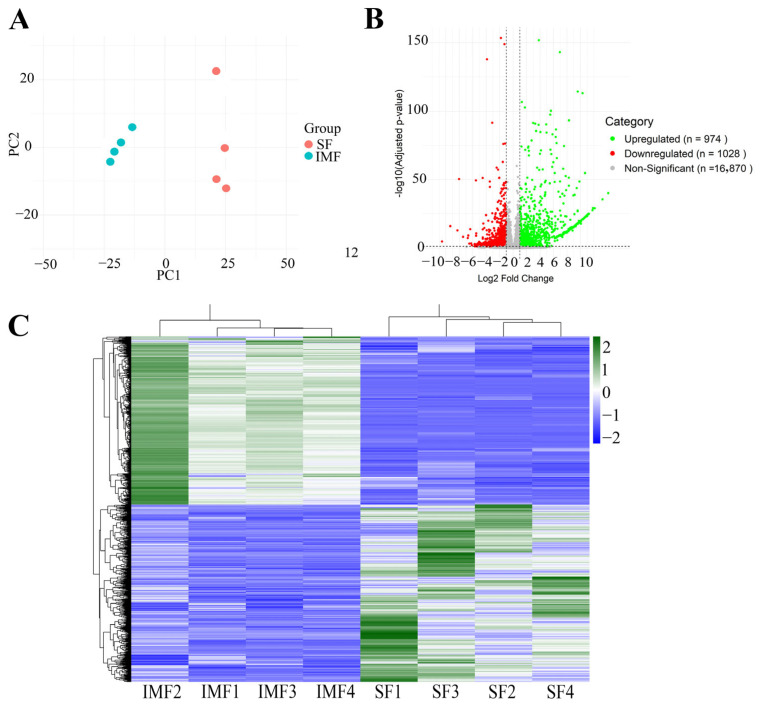
Transcriptomic analysis of single-preadipocyte clones derived from stromal vascular fraction (SVF) of intramuscular fat (IMF) and subcutaneous fat (SF) by RNA sequencing. (**A**) Principal component analysis (PCA) showing clear separation of gene expression profiles between four IMF single-preadipocyte clones and four SF single-preadipocyte clones. (**B**) Volcano plot illustrating upregulated and downregulated genes (adjusted *p* < 0.05, |log_2_FoldChange| ≥ 1) in IMF clones compared to SF clones. Red and blue dots represent significantly upregulated and downregulated genes, respectively, while gray dots indicate non-significantly regulated genes. (**C**) Heatmap displaying the expression levels and clustering of differentially expressed genes between IMF and SF clones. Rows correspond to individual genes, and columns represent single-cell clones. Red and blue colors indicate high and low expression levels, respectively, with the color gradient reflecting the range of gene expression from high to low.

**Figure 3:**
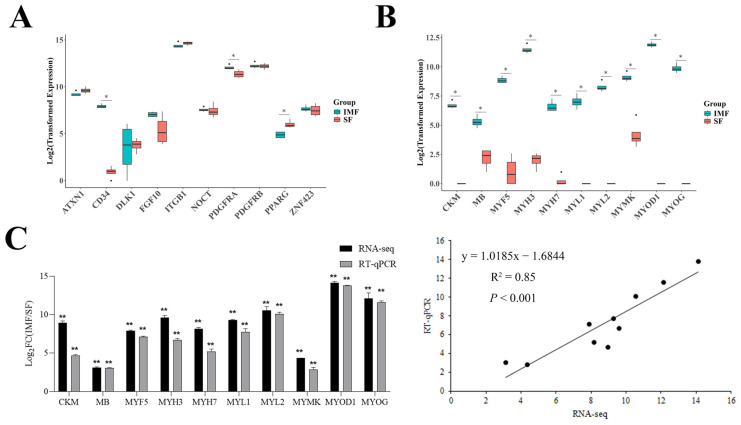
Expression levels of selected preadipocyte marker genes and muscle-specific genes in intramuscular fat (IMF) and subcutaneous fat (SF) single-preadipocyte clones. (**A**) Boxplots showing the log_2_-transformed expression levels of preadipocyte marker genes. (**B**) Boxplots showing the log_2_-transformed expression levels of muscle-specific genes. (**C**) RT-qPCR validation of expression differences in selected genes between IMF and SF preadipocyte clones determined by RNA-seq. * indicates significant difference (*p* < 0.05, *n* = 4) of gene expression between IMF and SF. ** indicates the statistical significance (*p* < 0.01, *n* = 4) of fold change in gene expression between IMF and SF clones detected by RNA-seq or RT-qPCR. Dots mean the measured genes.

**Figure 4:**
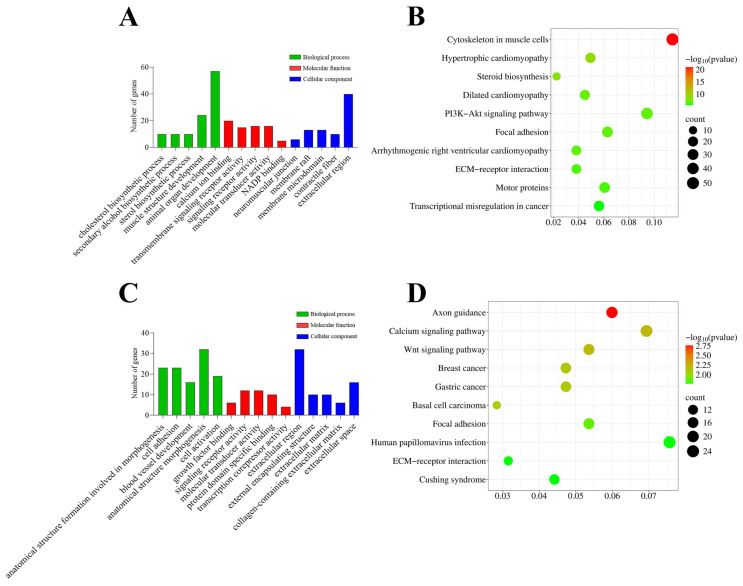
Functional enrichment analysis of genes upregulated and downregulated in intramuscular fat (IMF) single-preadipocyte clones vs. subcutaneous fat (SF) single-preadipocyte clones. (**A**) Top 5 Gene Ontology (GO) terms enriched among genes upregulated in IMF single-preadipocyte clones. (**B**) Top 10 KEGG pathways enriched among genes upregulated in IMF single-preadipocyte clones. (**C**) Top 5 Gene Ontology (GO) terms enriched among genes downregulated in IMF single-preadipocyte clones. (**D**) Top 10 KEGG pathways enriched among genes downregulated in IMF single-preadipocyte clones.

**Figure 5:**
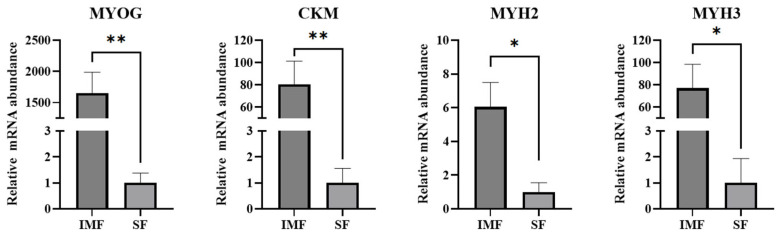
Gene expression analysis of selected muscle-specific genes (MYOG, CKM, MYH2 and MYH3) in mature adipocytes formed from intramuscular fat (IMF) and subcutaneous fat (SF) single-preadipocyte clones. * *p* < 0.05, ** *p* < 0.01 (*n* = 4).

**Figure 6:**
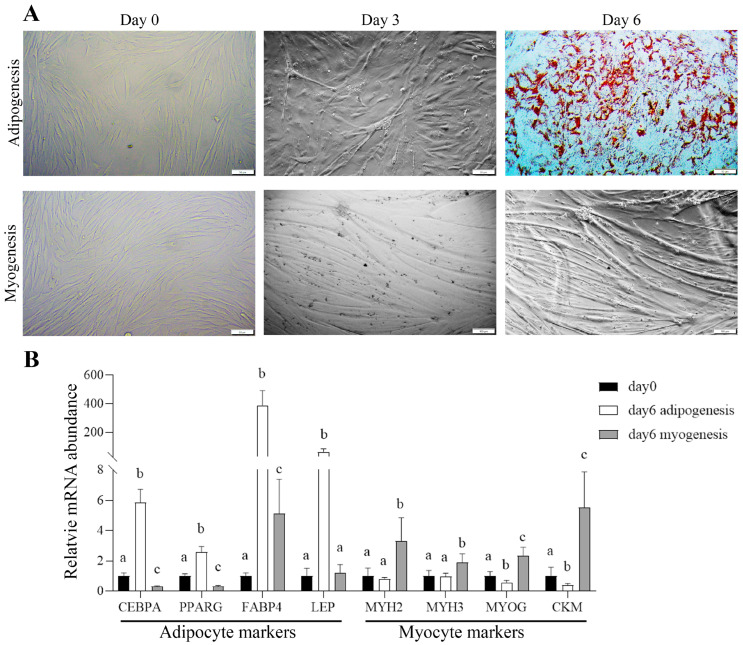
Bovine satellite cells (bSCs) have adipogenic potential in addition to myogenic potential. (**A**) Representative images of bSCs on day 0, 3, and 6 of adipogenic (**top row**) or myogenic (**bottom row**) differentiation. Scale bar: 50 μm. Cells on day 6 of adipogenic differentiation were stained with Oil Red O. (**B**) Relative expression levels of selected adipocyte marker genes (*CEBPA*, *PPARG*, *FABP4*, *LEP*) and myotube marker genes (*MYH2*, *MYH3*, *MYOG*, *CKM*) on day 0 and day 6 of adipogenic or myogenic differentiation. Bars labeled with different letters are different within genes (*p* < 0.05, *n* = 6).

**Table 1:** Sequences of primers used for qPCR.

Gene ID	Primer Sequence *	GenBank Accession Number	Product Size
*HMBS*	F: CTTTGGAGAGGAATGAAGTGG R: AATGGTGAAGCCAGGAGGAA	NM_001046207.1	80
*PPARG*	F: CAGTGTCTGCAAGGACCTCA R: ATAGTGCGGAGTGGAAATGC	NM_181024.2	176
*CEBPA*	F: ATCGACATCAGCGCCTACAT R: CGGGTAGTCAAAGTCGTTGC	NM_176784.2	138
*FABP4*	F: AATTGGGCCAGGAATTTGAT R: TGGTGGTTGATTTTCCATCC	NM_174314.2	117
*ADIPOQ*	F: AGGTTGGATGGCAGGCATT R: GGACCTTCGATCCCAGTGATT	XM_024995232.2	162
*LEP*	F: GACATCTCACACACGCAGTC R: ATCGCCAATGTCTGGTCCAT	NM_173928.2	113
*MYH2*	F: CTGGCTGGAGAAGAACAAGG R: CACCGTCTGGAAAGAAGAGC	NM_001166227.1	172
*MYH3*	F: CTGGAGGAAATGAGGGATGA R: CACTCTTGAGAAGGGGCTTG	NM_001101835.2	211
*MYOG*	F: TGGGCGTGTAAGGTGTGTAA R: TATGGGAGCTGCATTCACTG	NM_001111325.1	295
*CKM*	F: TGGAGATGATCTGGACCCCA	NM_174773.4	166
	R: TTTCCCCTTGAACTCACCCG		
*MYOD1*	F: GACGGCTCTCTCTGCAACTT	NM_001040478.2	271
	R: TAGTCGTCTTGCGTTTGCAC		
*MYL1*	F: ACCCCAGCAATGAAGAGATGA	NM_001079578.1	128
	R: GAAGACACGCAGACCCTCAA		
*MYL2*	F:TCGGGGAGAAACTTAAAGGAGC	NM_001035025.2	192
	R: AGTTGCCAGTCACATCAGGG		
*MYH7*	F: CTTCAACCACCACATGTTCG	NM_174727.1	233
	R: GCTTCTGGAAGTTGCTGGAC		
*MYF5*	F: AGACGCCTGAAGAAGGTCAA	NM_174116.1	134
	R: AGCAGCTCCTGCAGACTCTC		
*MYMK*	F: GCTCGGCCATCCTCATCATT	NM_001193046.1	158
	R: GTCCCAGTCCTCGAAGAAGAA		
*MB*	F: AGTCACATGCCAACAAGCAC	NM_173881.2	108
	R: CATCAGCACCGAAGTCTGAA		

* F: forward; R: reverse.

**Table 2:** Top 10 genes upregulated in single intramuscular fat (IMF) preadipocyte-derived clones compared to single subcutaneous fat (SF) preadipocyte-derived clones.

Gene ID	Log2FC (IMF/SF)	Padj-Value	Gene Description
*MYOD1*	14.1	0.001	Myogenic differentiation 1
*SELP*	13.3	0.001	Selectin P
*MYOG*	12.1	0.001	Myogenin
*CHRNG*	12.0	0.001	Cholinergic receptor nicotinic gamma subunit
*MYL11*	11.9	0.001	Myosin light chain 11
*PDGFB*	11.8	0.001	Platelet-derived growth factor subunit B
*SELE*	11.3	0.001	Selectin E
*CBLN4*	11.2	0.001	Cerebellin 4
*CD93*	11.1	0.001	CD93 molecule
*MYO18B*	11.0	0.001	Myosin XVIIIB

**Table 3:** Top 10 genes downregulated in intramuscular fat (IMF) preadipocyte clones compared to subcutaneous fat (SF) preadipocyte clones.

Gene ID	Log2FC (IMF/SF)	Padj-Value	Gene Description
*KCNJ5*	−10.6	0.001	Potassium inwardly rectifying channel subfamily J member 5
*SP9*	−9.3	0.001	Sp9 transcription factor
*TBX5*	−8.3	0.001	T-box transcription factor 5
*ASIP*	−8.0	0.001	Agouti signaling protein
*LOC105605854*	−7.4	0.001	Uncharacterized gene
*DCDC1*	−6.7	0.001	Doublecortin domain containing 1
*LOC101103380*	−6.7	0.001	Uncharacterized gene
*APCDD1L*	−6.5	0.001	APC downregulated 1 like
*LOC790312*	−6.4	0.001	Uncharacterized gene
*CDH20*	−6.2	0.001	Cadherin 20

## Data Availability

All data generated or analyzed during this study are included in this published article and its Supplementary Information files. The sequencing data from this study has been deposited in the NCBI GEO database (https://www.ncbi.nlm.nih.gov/geo/) under accession number GSE303588.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cells14221807/s1, Table S1: Mapping summary of RNA-seq reads; Table S2: List of DEGs between IMF and SF preadipocyte clones. Table S3: GO terms enriched in genes upregulated in IMF preadipocyte clones. Table S4: KEGG pathways enriched in genes upregulated in IMF preadipocyte clones. Table S5: GO terms enriched in genes downregulated in IMF preadipocyte clones. Table S6: KEGG pathways enriched in genes downregulated in IMF preadipocyte clones.

## Abbreviations

The following abbreviations are used in this manuscript:

IMF	Intramuscular fat
SF	Subcutaneous fat
SVF	Stromal vascular fraction
bSCs	Bovine satellite cells
*PPARG*	Peroxisome proliferator-activated receptor gamma
*CEBPA*	CCAAT/enhancer binding protein alpha
*FABP4*	Fatty acid binding protein 4
*ADIPOQ*	Adiponectin
*MYOG*	Myogenin
*MYOD1*	Myogenic differentiation 1
*MYL2*	Myosin light chain 2
*DLK1*	Delta-like non-canonical Notch ligand 1
*PDGFRA*	Platelet-derived growth factor receptor alpha
*ZNF423*	Zinc finger protein 423
FAP	Fibro/adipogenic progenitors
APC	Adipose progenitor cells

How the deposited data were processed for this re-analysis (not part of the article)

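RNA-seq was analysed for 8 single-cell preadipocyte clones, 4 from the stromal vascular fraction of bovine intramuscular fat (IMF) and 4 from that of subcutaneous fat (SF). Clones were assigned to groups from the sample labels and the paper, which use the same names (IMF1 to IMF4 and SF1 to SF4). The authors trimmed reads with Trimmomatic, aligned them to ARS-UCD2.0 with HISAT2 and counted them with FeatureCounts, and they deposited raw counts per gene and clone. The paper's methods describe TPM, but the deposited columns are whole numbers with unequal totals, so they were treated as counts. How the authors counted multi-mapped reads and which annotation release they used were not found in the paper's text. The paper states that genes with fewer than 20 counts in total were left out; the deposited table has 532 genes under that total, the lowest with 11, and these were not tested. The gene length in bases that the authors deposited was used for TPM and for matching gene lists. The authors also deposited 2 columns of group means as a signal, which equal the unscaled mean of the 4 counts in all 18872 genes, and a DESeq2 result with the size-factor-scaled mean. From that result, the authors' deposited log2 fold change, adjusted p-value and call were copied for comparison only, and their test statistic, a score deposited beside them, was not used.

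Genes were tested with edgeR 4.0.16 in R 4.3.3, using TMM normalization, a two-sided quasi-likelihood test and Benjamini-Hochberg adjustment over the 18340 genes with a total of at least 20 counts. A gene was past the threshold when its adjusted p-value was under 0.05 and its absolute log2 fold change was at least 1, as in the paper. The log2 fold change used edgeR's default prior count. Standard errors of the log2 fold change were computed as its absolute value divided by the square root of the test's F statistic. They are approximate, and where a group had few counts they can be smaller than counting error alone. Fold changes against a group whose 4 clones all had 3 counts or fewer were computed against 3 counts in each clone of that group and are given as lower bounds. Expression percentiles were ranks of the group mean in CPM among the genes tested. The variance between groups was computed on log2 CPM with a prior count of 2, with an exact permutation test over all splits of the 8 clones. Gene sets were tested with Fisher's exact test, one-sided, with adjustment over 6 sets tied to the paper's enrichment terms and over 5 sets of other cell types. The sets of other cell types were tested for higher levels in IMF, and, chosen after the calls had been seen, for lower levels. The paper's GO and KEGG tests were not repeated, because those annotations were not used here.

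Total counts ranged from 19658612 to 29315019 per clone. At this depth, 3 counts correspond to between 0.0981 and 0.165 CPM, and counting error is the only error such floors cover. With 4 clones against 4, an exact permutation test cannot give a p-value under 0.0286. The tests were tried on 1 set of simulated counts drawn from the real means, dispersions and library sizes. In it, 200 of 18340 genes, all with a mean of at least 20 counts, were changed by a log2 fold change of 2 or -2. The edgeR test called 174 genes, recovered 167 of the 200 (83.5%) and made 7 false calls (4.02% of its calls). DESeq2 1.42.0 recovered 187 and made 34 false calls (15.4%), and limma-voom (limma 3.58.1) recovered 159 and made 4 false calls (2.45%). Both simulated groups had the same dispersions, whereas the spread of well-counted genes differed between the real IMF and SF clones. Fewer genes were changed than passed the threshold in the data. These rates therefore do not measure the error of each tool on the real counts. Python 3.11.15 was used for tables and figures.

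The genes named were chosen before the data were examined: every gene the paper names for its RNA-seq results, the 5 genes in each direction with the largest log2 fold change among the genes past the threshold with separate groups and a mean of at least 1 CPM in the higher group, and in each gene set discussed the members past the threshold with the highest mean, at most 5 per set. Some genes chosen in this way are not reported. *KRT17* and *XIST* were chosen after their values were seen. Gene symbols and coordinates were taken from the RefSeq list of ARS-UCD2.0, the assembly that the authors used, in which 14201 of the 18872 gene IDs were found, 220 of them by a synonym. *MYLPF* is listed there as *MYL11*.

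Alternatives chosen before the data were examined were DESeq2, limma-voom, other size factors (RLE, upper quartile, or total counts alone), no filter, a filter of at least 10 counts in at least 4 clones, a prior count of 2, a test against a log2 fold change of 1 (glmTreat), robust dispersion, the clone number as a block, and leaving out each clone in turn. Restricting the test to gene IDs in the RefSeq list and removing genes whose 8 counts are all even were chosen after the data were seen. The pairing of clones by number comes from the clone names alone; nothing in the paper's text says that IMF and SF clones of one number share an animal. *UCP1* and *PAX7*, the RT-qPCR and staining experiments and the satellite cells were not analysed here.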

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

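All tests of an explanation in this part were chosen after the result they bear on had been seen; the list of endothelial genes was written before the data were examined.

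Among 65 tests for a clone far from the other 3 of its group, 2 passed the 95% critical value of Dixon's ratio, which is 3.08% where chance gives 5% (one-sided exact binomial test, p = 0.842). The first was the total count of IMF2, whose gap to the nearest IMF clone was 0.892 of the range of the group (29315019 counts). Table S1 of the paper lists 63424956 clean reads for that library, the most of the 8, so deeper sequencing accounts for the total. The second was *ZNF423* in IMF1, whose gap was 0.857 of the range of log2 CPM among the IMF clones. With a p of 0.842, the number of such clones is within what chance gives, so the value of *ZNF423* cannot be told apart from chance. No biological explanation was tested.

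Genes of endothelial cells, which the paper does not discuss as a group, were higher in the IMF clones. Of 34 tested, 27 were past the threshold and higher and 0 were lower, also at an unadjusted p under 0.05 (one-sided Fisher's exact test, adjusted p = 2.97e-29 over 5 sets). *CDH5* had 53.9 ± 2.88 CPM in IMF and 0.174 ± 0.0463 CPM in SF (SD, n = 4 each), *PECAM1* had a log2 fold change of 6.35, *EGFL7* of 4.83, and *NOS3* was at least 191-fold higher; each was higher in 4 of 4 IMF clones than in any SF clone. Without IMF2, the deepest library, 26 genes were higher. Of 10000 random gene lists matched on length and expression, the highest number called higher was 12 and the median 4 (permutation p = 1e-04, the smallest these lists can give). Greater depth of IMF2 and gene length and expression level were thus not borne out. Even numbers made up 47.2% of the IMF counts of the 27 genes, without the excess seen in the gene IDs discussed next; since well-counted genes show little excess in general, this does not rule out counts joined from another table. Cells of another type in the IMF cultures remain a candidate source. If endothelial and muscle RNA came from different cells, their levels could vary between clones. The mean log2 CPM of the 27 genes had an SD of 0.0617 over the 4 IMF clones, and that of 26 sarcomere genes 0.111. From IMF1 to IMF4, the endothelial mean was 3.42, 3.47, 3.51 and 3.57, and the sarcomere mean 4.34, 4.39, 4.25 and 4.14. IMF4 was thus highest in endothelial and lowest in sarcomere genes, while IMF1, lowest in endothelial genes, was not highest in sarcomere genes. Cultures mixed in nearly equal shares could give such values, so the pattern cannot be told apart from mixed cultures. Of the other splits of the 8 clones, none gave as many endothelial genes, but these mix IMF and SF clones within groups and could pass few or no genes: the real split was 1 of 8 that part all same-numbered pairs, and 8 splits cannot give a share under 0.05.

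On average 7.95% of the counts of a clone lay on LOC gene IDs that do not occur in the RefSeq list of ARS-UCD2.0 (from 6.23% to 9.40%). These IDs separated IMF from SF less than listed ones did. The share of variance between groups was 24.5% for 3806 unlisted LOC IDs tested and 64.6% for 772 listed LOC IDs. Lower expression does not account for the gap, since unlisted IDs matched on mean to the listed ones had a share of 29.3%. The unlisted IDs also held an excess of even numbers. Among IDs with a mean above 10 and up to 100 counts, 69.4% of the counts above 0 were even, against 49.2% for listed LOC IDs and 57.2% for listed named genes. This range of counts was chosen after the values at a mean of 10 or fewer had been seen, where 3 listed LOC IDs were present and even numbers made up 82.4% of the counts of unlisted LOC IDs and 85.0% of those of listed named genes, so that the excess there was no larger than in named genes. Above a mean of 100 and up to 1000 counts the shares were 62.1% for unlisted LOC IDs, 50.8% for listed LOC IDs and 51.0% for listed named genes, and above 1000 they were 56.3%, 55.6% and 50.5%. All 8 counts were even for 408 of 2443 unlisted LOC IDs counted in every clone (16.7%), for 2 of 750 listed LOC IDs (0.267%) and for 222 of 12445 listed named genes (1.78%), where chance gives 0.391%. The 69.4% cannot tell apart IDs of another annotation release counted from the same reads in the same way and IDs joined from another count table, since the excess over listed named genes appeared only above a mean of 10 counts, and the IDs in which the excess was seen are those it was measured on. Both remain candidate explanations. The organism or release behind the unlisted IDs was not tested, and no biological explanation was tested.

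*KRT17*, a keratin gene that the paper does not mention, took 5.50% of all counts on average, from 3.65% in SF2 to 7.80% in IMF4. Its level did not differ between the groups (log2 fold change 0.24, standard error 0.33, adjusted p = 0.637). Reads shared with other keratin genes or pseudogenes were not tested, and no biological explanation was tested.

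*XIST*, the RNA of the inactive X chromosome, had a mean of 4599.9 counts, with from 3190 to 6800 in each of the 8 clones (log2 fold change 0.28, adjusted p = 0.0648), although the paper describes the animals as steers. Cells of female origin could give such counts. Of 335 genes listed on chromosome Y, 4 were analysed (*AKAP17A*, *CRLF2*, *CSF2RA* and *IL3RA*, with 467 or more counts of *AKAP17A* in every clone), and it was not tested whether these also lie on X. *DDX3Y*, *EIF1AY*, *USP9Y* and *ZFY* were not analysed here. The pattern cannot be told apart from that explanation, nor from *XIST* expression in male cells.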

How the results depend on the processing

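Of the alternatives, the restriction to listed gene IDs and the removal of genes whose 8 counts are all even were chosen only after the data were seen, and the others before. The tests of immune, pericyte and smooth muscle, and Schwann cell genes for lower levels in IMF were also chosen after the calls had been seen, and what the other splits of the clones would show was written down only after it was seen.

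The number of differentially expressed genes was 1618. It stayed within 1.5 times that count under DESeq2 (1996), limma-voom (1771), other size factors, filters, a prior count of 2 and robust dispersion, and was from 1332 to 1643 across the 8 fits that each left out 1 clone (from 726 to 974 higher and from 606 to 868 lower). Tested against a log2 fold change of 1, there were 631 genes (476 higher and 155 lower), 1 preadipocyte marker gene (*CD34*), 10 cholesterol biosynthesis genes, 5 collagen genes and 4 axon guidance genes, 0 immune genes and 0 pericyte or smooth muscle genes higher in IMF, and 2 Schwann cell genes and 2 mature adipocyte genes, whose adjusted p-values fell to 0.0235 and 0.0357. At an unadjusted p under 0.05, the same test gave 2 immune and 2 pericyte or smooth muscle genes. The same test gave 0 lower immune, pericyte or smooth muscle, and Schwann cell genes (1, 3 and 1 at an unadjusted p under 0.05). The split by direction moved from 54.2% higher to 48.9% with DESeq2 and 47.0% without IMF1 (769 higher and 868 lower), where lower genes were the majority, and to 66.7% with total counts alone, under which 539 genes were lower and 5 axon guidance genes were lower; the median log2 fold change of all genes was then 0.12. The cause of the other changes was not tested.

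Ranking all genes with camera gave adjusted p-values of 0.0691 for Wnt and Frizzled genes, 0.475 for collagens and 0.351 for axon guidance genes, where Fisher's exact test gave at most 0.000167, and 0.0482 for Schwann cell genes, where Fisher's exact test gave 0.0681. In the collagens and axon guidance genes, some members were higher (4 and 8). The number of immune genes higher in IMF was 1, and it was 2 under DESeq2, 2 under limma-voom, 2 with total counts alone, 2 with the clone number as a block and 2 with listed gene IDs only, and from 1 to 2 with 1 clone left out. Pericyte and smooth muscle genes higher in IMF numbered from 0 to 2 with 1 clone left out. Of these genes 4 were lower in IMF, from 2 to 4 with 1 clone left out; the set's adjusted p was 0.00042, and it was 0.126 without SF1 and 0.311 with camera. The number of immune genes lower in IMF was 2 (adjusted p = 0.237). It was 4 under DESeq2 (0.0113), 4 under limma-voom (0.00556), 4 with the clone number as a block (0.00353) and 3 without genes whose counts are all even (0.0393), and from 0 to 5 with 1 clone left out, where the 0 came without IMF3 (3 at an unadjusted p under 0.05). All 10 muscle genes of Figure 3B stayed past the threshold under every alternative run. The set tests of sarcomere, acetylcholine receptor and endothelial genes also stayed past it, with from 24 to 28, from 4 to 5 and from 25 to 28 genes, but single members did not: *DES* was not past the threshold in 7 of the alternatives.

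With the clone number as a block, 1489 genes passed. After the mean of each same-numbered pair was removed, 68.5% of the remaining variance lay between the groups. An exact permutation test cannot reach 0.05 there (1 of 8 sign patterns is the smallest share that 4 pairs allow). Removing pair means takes out spread within groups under any pairing, so 68.5% cannot be compared with the share without the block. Deviations of same-numbered clones had a mean correlation of 0.055, and -0.018 between differently numbered clones. Without the block, the share was 50.6%, from 39.2% to 82.9% across the other alternatives, and from 51.0% to 53.9% with 1 clone left out.

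Of 107 named genes, 74 stayed on the same side of the threshold in every alternative in which they were run (from 19 to 21 per gene), and 3 changed sign, none of them past the threshold in the main comparison. The log2 fold change of *DLK1* was 0.89; it was -1.16 with limma-voom, -0.16 with the block, and from -0.082 to 1.30 with 1 clone left out. *NOCT* had -0.24, and from -0.44 to 0.31 with 1 clone left out. *ZNF423* had -0.15, 0.037 with limma-voom, and from -0.41 to 0.17 with 1 clone left out. Over all named genes and settings, 106 other values were weaker and 1 was stronger (*FGF10* without SF1, adjusted p = 0.04996). Of 22 expression percentiles, 15 moved by more than the spread between clones when ranked by TPM and 5 without a filter, with 1 more among the fits that left out 1 clone.

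For each result from the gene-wise test, the real split gave a larger result than any other: 1 of the 8 splits that part all same-numbered pairs gave a result as large, and 1 of all 35 splits. In the other 34 splits, 0 genes passed the threshold, with from 105 to 573 genes at an unadjusted p under 0.05 and an absolute log2 fold change of at least 1, against 2141 in the real split. Each of the other splits mixes IMF and SF clones in both of its groups, which adds the difference between them to the spread within groups, so that few or no genes could pass. A share of 1 in 8 cannot fall under 0.05. The other 27 splits keep 1 or more same-numbered pairs together. Depth limits fold changes of genes with 3 counts or fewer in a group, which include 173 of the genes higher in IMF, to a lower bound.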

Differences from the paper's values

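No test of a cause was run for this part. With edgeR's quasi-likelihood test and its settings as described, none of the values that the paper states and that were also computed here differed by the criteria set for this comparison: both counts of genes were within 1.5 times of each other, and fold changes against a group at the floor are lower bounds that do not exceed the paper's. The paper reports 2002 differentially expressed genes (974 higher and 1028 lower in IMF), and edgeR's quasi-likelihood test gave 1618 (877 and 741). DESeq2, which the paper used, gave 1996 (977 and 1019). Under some alternatives set before the data were examined the counts did differ from the paper's by more than 1.5 times. This held for all 3 counts in the test against a log2 fold change of 1 (631, 476 and 155) and for the total without IMF3 (1332). The number of lower genes also differed with total counts alone (539), with the clone number as a block (653) and in the fits without IMF2, IMF3, IMF4, SF1 and SF4 (from 606 to 669). With a prior count of 2, the log2 fold changes of *ASIP* (-7.29) and *LOC790312* (-5.25) differed from the paper's -8 and -6.4, as did that of *LOC790312* without IMF1 (-7.62).

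The paper states that *PDGFRA* was higher in IMF clones; here the direction was the same, with every IMF clone above every SF clone (log2 fold change 0.49, adjusted p = 0.0215), and the log2 fold change was below the threshold of 1 in edgeR and in every alternative run (from 0.42 to 0.62). With 1 clone left out, its adjusted p was up to 0.0653. The paper describes *CD34* as expressed at a high level in both groups; here the 4 SF clones had 2, 1, 1 and 0 counts. It describes *DLK1*, *PPARG*, *ZNF423* and *FGF10* as highly expressed in both groups; here they lay between percentiles 13.9 and 49.1 of the genes tested, and between 21.1 and 40.5 by TPM. The paper states that IMF clones did not express *EBF2*; here it had from 70 to 110 counts in the IMF clones and from 50 to 82 in the SF clones.

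The genes that the paper ranks at the top of Tables 2 and 3 included 9 of the 10 highest and 9 of the 10 lowest log2 fold changes in edgeR, and 10 of 10 in each under DESeq2. In Table 2 every SF clone had 3 counts or fewer, and the order of the genes by fold change depends on how such counts are treated. The paper's text gives a larger total of clean reads than its Table S1, whose libraries sum to 374825428. The paper states that genes with fewer than 20 counts in total were left out, and the deposited table has 532 such genes. The paper lists extracellular matrix organization among the terms enriched in genes lower in IMF, and its Table S5 gives that term an adjusted p of 0.274.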

Other observations

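The tests in this part were chosen after the results they bear on had been seen, except those of gene sets for higher levels in IMF, which were fixed before the data were examined.

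Among well-counted genes of the RefSeq list, the 4 IMF clones differed less from each other than the 4 SF clones did. Over all genes tested they did not, with a median distance of 119 log2 CPM units between IMF clones and 117 between SF clones. Among unlisted LOC IDs the common biological coefficient of variation, fitted to all genes of a class together, was larger in IMF (82.2% against 51.4% in SF). It was also larger in IMF among unlisted named IDs (31.6% against 28.0%). Among listed named genes it was smaller in IMF (19.5% against 29.3%), as it was among listed LOC IDs (12.9% against 32.7%). Over 9736 named genes with a mean of at least 100 counts in both groups, the SD of log2 CPM was smaller among the IMF clones for 78.0% of genes, which lower counts in SF do not account for, since all these genes were well counted in both groups. The median gene-wise biological coefficient of variation of these genes was 4.56% in IMF and 11.8% in SF, and their common value was 16.2% and 23.2%. The difference between 2 clones, as a median ratio to counting error, ran from 2.67 to 5.04 over the pairs of IMF clones and from 6.55 to 14.6 over the pairs of SF clones; this median replaced a chi-square summed over genes after that sum had been seen. A ratio of 2.67 or more means that no pair of IMF libraries differed by counting error alone, so 1 library deposited more than once is not borne out. Among 325 listed LOC genes with a mean of at least 50 counts, 0 had a range of 4-fold or more over the IMF clones and 10 did over the SF clones. The hypothesis that the IMF clones share a cell population could give such a spread, but with 4.56% there is no repeated library or genotype here to set a level against, so it cannot be told apart from clones of separate animals that happen to be alike. The paper states that each clone came from a separate SVF sample.

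Genes of other cell types were compared in the same way. Immune genes were higher in 1 and lower in 2 of 13 tested (adjusted p = 0.471), pericyte and smooth muscle genes higher in 2 and lower in 4 of 7 (adjusted p = 0.0681), Schwann cell genes higher in 2 and lower in 1 of 6 (adjusted p = 0.0681), and mature adipocyte genes higher in 2 of 9 (adjusted p = 0.0822); none of these passed the correction over 5 sets for higher levels in IMF. Tested for lower levels, the pericyte and smooth muscle genes passed (4 of 7 against 4.04% of all genes, adjusted p = 0.00042 over 5 sets), though not without SF1 (2 genes, 0.126), nor in the test against a log2 fold change of 1 (0 genes, and 3 at an unadjusted p under 0.05), nor by camera (0.311). The immune genes (adjusted p = 0.237) and Schwann cell genes (0.365) did not pass. The immune genes did pass for lower levels in some alternatives, among them DESeq2, limma-voom and the clone number as a block. From 0 to 5 of them were lower across the alternatives. For higher levels, Schwann cell genes passed in the test against a log2 fold change of 1 (adjusted p = 0.0235) and by camera (0.0482). Mature adipocyte genes passed in the former (0.0357). No explanation was tested for these values. Of the members, *ACTA2* (log2 fold change -1.68, with groups that overlapped), *TAGLN* (-1.09), *CNN1* (-2.03) and *CSPG4* (-1.71) were lower in IMF and *MCAM* (4.26) was higher, with 104 of its SF counts in SF1. *MBP* was at least 67.2-fold higher and *NGFR* had a log2 fold change of -1.65. *FABP4* (5.70) and *SCD* (2.83) were higher in IMF, while *PPARG* was lower.

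Of 28 *HOX* genes tested, 2 were higher and 8 lower in IMF. *HOXA9* had a log2 fold change of 1.61 (standard error 0.19, adjusted p = 0.00063), and *HOXC8* (-1.14), *HOXC4* (-1.38), *HOXB2* (-1.83) and *HOXA3* (-1.86) were lower. The directions of these 5 genes held under every alternative run, scaling by total counts alone included. Of 12 fibro-adipogenic genes, 1 was higher (*CD55*, log2 fold change 2.45) and 3 were lower (*COL1A1*, *THY1* at -1.30 and *PI16* at -1.16). Of 13 proliferation genes, *MCM5* (1.04) and *MCM3* (1.07) were higher and 0 lower, also at an unadjusted p under 0.05. None of the named genes in this paragraph and the one before it changed sign under any alternative run, but several did not stay past the threshold. *THY1* and *PI16* fell short in 10 alternatives each and *ACTA2* in 9, in each case 6 of them fits that left out 1 clone. *MCM5* fell short in 4, *TAGLN* in 3, *HOXC8*, *MCAM* and *MCM3* in 2, and *CNN1*, *CSPG4*, *NGFR*, *CD55*, *COL1A1*, *PPARG* and *HOXC4* in 1, the test against a log2 fold change of 1.

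The total count of SF4 was 104% of the number of its clean read pairs in Table S1 of the paper, and that of the other 7 clones from 90.3% to 98.6%. Against uniquely mapped pairs, the total was over 100% in IMF1 to IMF4, SF3 and SF4 (from 100.05% in SF3 to 113% in SF4). It was 99.7% in SF1 and 99.6% in SF2. Where it was over 100%, the counts cannot all be uniquely mapped pairs counted once.

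Of 247 gene symbols that name an open reading frame by its chromosome, 199 had the same open reading frame name in the RefSeq list, and 79 of these carried another chromosome number there.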
